A study of Schistosoma mansoni with 12 samples. Its data were reported in "Combinatory Microarray and SuperSAGE Analyses Identify Pairing-Dependently Transcribed Genes in Schistosoma mansoni Males, Including Follistatin" (2013).

How the data were processed

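RNA of pairing-experienced (EM) and pairing-unexperienced (UM) *S. mansoni* males was amplified, labelled with Cy3 or Cy5 and hybridised in pairs on 12 custom 2-colour oligonucleotide arrays. Per the labels, worms of all samples were perfused on day 42. The methods give a later day for UM, which also came from infections of snails with a single miracidium, so age and clonality are not separate from pairing in this design. The replicate number in the labels (1 to 3) and the dye of each RNA in the labels defined the groups. Of each replicate, 2 arrays had UM in Cy3 and 2 had EM in Cy3. The arrays lay on 3 slides of 4 arrays. Slides 1 and 2 held replicates 1 and 2, slide 3 held replicate 3, and each slide had a scan of its own.

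The authors deposited Agilent Feature Extraction output with the intensity of each spot in both channels. Per the file headers, the processed intensity was background-subtracted and dye-normalised by LOWESS with a smoothing fraction of 0.25. Raw mean intensity, median background intensity and quality flags came from the same output. The authors also deposited a value per spot and array on a log2 scale. Set against the processed signals, these values equalled log2(UM/EM) on all arrays to within 5e-08, with no centring, and column medians from −0.24 to 0.19. Scale, centring and direction of this table were thereby known.

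log2(EM/UM) was taken from the processed intensities, with the sign turned on the 6 arrays with UM in Cy5. Control spots were left out, as were spots flagged as non-uniform or as population outliers in either channel. Saturated spots were kept. Of 42009 spots per array other than controls, 30 probes had 10 spots each, which were averaged. The arrays of a replicate were averaged within each dye orientation and then across orientations, so that a dye effect cancelled. Probes were tested if well above background on at least 3 of the 4 arrays of every replicate in EM, or likewise in UM, and if every replicate had a value. Replicate means were tested against 0 with limma 3.58.1 in R 4.3.3 (lmFit with an intercept, eBayes) and Benjamini-Hochberg adjustment. The threshold was an adjusted p under 0.01 together with a change over 1.5-fold (0.585 on the log2 scale). The methods named one-class SAM without saying how technical arrays entered it, and 4 arrays of the same RNA pair were taken here as 1 replicate. Arrays give no counts, and their number limits the precision.

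The methods kept probes chosen as representatives of genes. That selection, and the restriction to the sense strand, were not used here, so counts are of probes on either strand. The wording of the methods on detection can also be read as a looser filter than that used here, so some probes tested by the study were not tested here. Probes were named through a table that came with the study and covered 969 probes. Of 40 gene identifiers in the lists used, 30 were found as locus tags in the RefSeq table of assembly ASM23792v2, which was used for names only. The probes named were fixed before the data were examined: follistatin; the 29-probe list as a whole, with full values for follistatin and 5 others; the real-time PCR panel by function; and the 5 highest and 5 lowest probes past the threshold that changed the same way on all 12 arrays. A list of 7 genes of female vitelline cells served to test for female RNA, and 3 of them had a named probe.

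The dye effect was fitted in limma on 12 arrays with a dye column and replicate as a random block (statmod 1.5.0, consensus correlation 0.51). The difference between replicates was fitted with a mean per replicate and a dye column. Each array held EM and UM of the same replicate number, so the main test was paired. As a check, channels were separated after Aquantile normalisation. Deviations of same-numbered EM and UM samples from their group means correlated at 0.25, 0.47 and 0.69 for replicates 1 to 3. EM and UM of a number shared their arrays, so spot effects contribute to these values.

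Alternatives fixed before the data were examined were normexp background correction with an offset of 50 followed by loess with control spots at weight 0; the deposited log2 table; median centring; no filter and a stricter filter; flagged spots kept; 12 arrays with replicate as a random block, with or without a dye column; 12 arrays as independent; one-class SAM by 100 draws of sign changes; an unpaired fit of separated channels; slide as a random block and within slides; each dye orientation alone; each replicate left out; an intensity trend with robust estimation; other thresholds; and other probes of the same gene. SAM was written for this purpose, with the median standard error as its constant. Leaving out array 3 of replicate 2 was chosen after seeing the data. The limma and SAM steps were tested on simulated data of 15348 probes with the spreads of the real probes and 200 changed probes at a log2 change of 2. On 3 replicate means, 107 of the 200 were recovered at the threshold, with 1 wrong call, and the mean estimate of the increased probes was 1.98. Changed probes were drawn at random, and the spread between replicates was each probe's own estimate from 3 values. The rates therefore describe this setting and not the real probes that changed.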

Results

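Transcript levels of adult *Schistosoma mansoni* males were compared between males that had lived with a female (pairing-experienced males, EM) and males that had never met one (pairing-unexperienced males, UM). RNA of both kinds was hybridised together on 12 arrays of 60-nt oligonucleotides, with 1 kind labelled in Cy3 and the other in Cy5. The arrays held 3 biological replicates, each a pair of EM and UM RNA with the same number, and 4 technical arrays were made per replicate. On 6 arrays UM was in Cy3, and on the other 6 the dyes were exchanged. Each array carried 41739 probes other than controls. Between 39.4% and 56.9% of the spots were well above background in the EM channel and between 39.7% and 53.2% in the UM channel. The number of RNA pairs, 3, limits the precision of every value below, since the technical arrays of a replicate share their RNA.

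The first question was which transcripts depend on pairing in males. A total of 16467 probes (39.5% of all) met the detection filter and were tested. With 1 value per replicate (n = 3), limma found 0 probes higher and 0 lower in EM at a Benjamini-Hochberg adjusted p under 0.01 together with a change over 1.5-fold. The smallest adjusted p was 0.0209. At an unadjusted p under 0.05 there were 2680 probes, where chance alone gives about 823. Regardless of any test, 623 probes were over 1.5-fold higher and 620 over 1.5-fold lower in EM, and 566 of these 1243 changed the same way on all 12 arrays. At an adjusted p under 0.05, 23 probes passed, of which 15 were higher and 8 lower in EM, and 22 of the 23 changed the same way on every array that measured them. This count was 35 without replicate 1, 4 without replicate 2 and 0 without replicate 3. On replicate means with other processing it was 131 with normexp and loess, 142 with an intensity trend and robust estimation, 12 with a stricter detection filter and 0 with no filter. The count at the threshold depended most on how technical arrays entered the test. One-class SAM with the 12 arrays as separate observations, after the test named in the methods, gave 537 probes higher and 566 lower in EM.

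**Figure D1:**
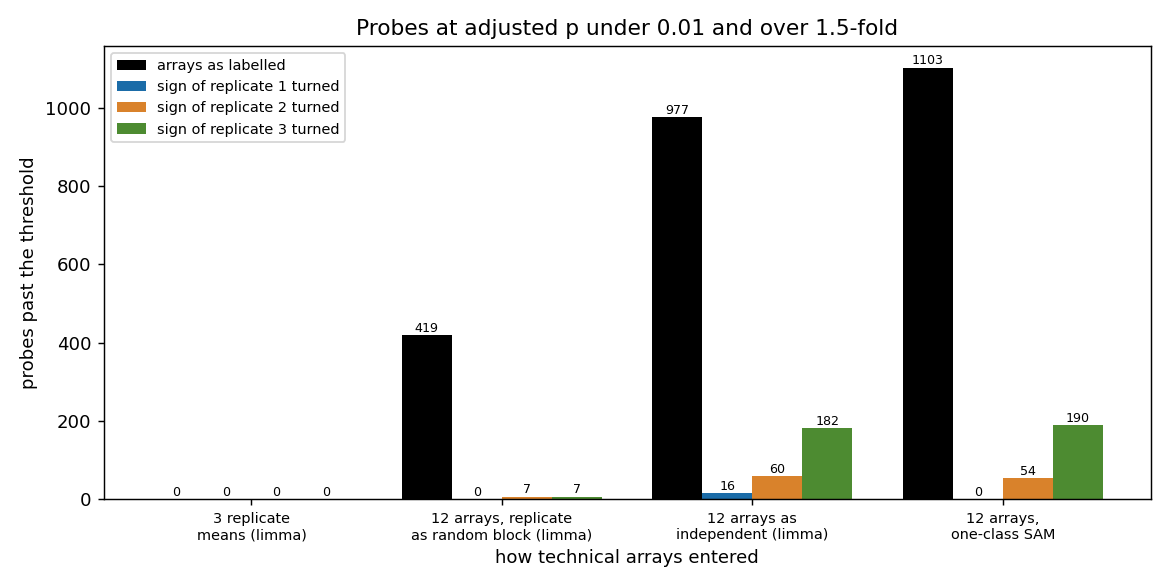
Number of probes at an adjusted p under 0.01 and over 1.5-fold (vertical axis) for 4 ways of entering the technical arrays (horizontal axis), with the arrays as labelled (black) and with the sign of all arrays of 1 replicate turned (colours). With 3 replicate means the count was 0 throughout, and with SAM on 12 arrays it was 1103 as labelled and up to 190 with a sign turned.

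Because no probe was past the threshold, the rule that would have named the 5 most increased and the 5 most decreased probes named none. Of the 23 probes at an adjusted p under 0.05, 6 had a gene name in the tables used here and 17 had none. Among those without a name, picked after their values were seen, Q2_P24585 had the highest log2(EM/UM), 3.14, and Q2_P15958 the lowest, −2.31.

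Follistatin (Smp_123300, probe Q2_P13888), the transcript the study followed up, was lower in EM. Its log2(EM/UM) was −2.15 ± 0.41 (SD, n = 3), a 4.45-fold difference, with a standard error of 0.19 and an adjusted p of 0.0281 in limma, outside the threshold of 0.01. It was lower in EM on 12 of 12 arrays and well above background in both channels on all of them. The replicate means were −2.42, −2.36 and −1.68, and with normexp and loess the value was −1.76. Slides 1 and 2 both held replicates 1 and 2, and gave −2.33 and −2.44. Slide 3 held only replicate 3, so slide and replicate cannot be told apart there. With the 12 arrays in limma and slide as a random block, follistatin had an adjusted p of 4.3e-08, and with replicate as a random block 3.6e-07. Both fits counted technical arrays as evidence, and slide did not separate the RNA pairs of slides 1 and 2. The adjusted p values of these fits thus overstate the evidence from 3 RNA pairs. Another pair of probes listed for the gene, on either strand, were dim. For Q2_P21470, EM was well above background on 0 of 12 arrays and UM on 2, and no value is given. For Q2_P33755, EM was well above background on 3 arrays and UM on 5, and log2(EM/UM) was −0.82, without a test.

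The study listed 29 probes as changed by both array and SuperSAGE, a sequencing method that counts short tags of transcripts. Of these, 28 could be tested. The remaining probe lost 9 of its 12 spots to outlier flags and was not analysed here. All 28 were over 1.5-fold changed on the processed intensities, 21 higher and 7 lower in EM, and 23 changed the same way on every array that measured them. Over 1.5-fold were 25 of them with normexp and loess, where the log2 ratios of probes over 1.5-fold were a median of 0.65 times as large, and 22 in replicate 3 alone. None passed the threshold over all tested probes, and 4 did at an adjusted p under 0.05. Adjusted over the list alone, 24 of 28 passed the threshold in limma, and 8 and 10 did without replicates 1 and 2. The list was chosen by the study partly on these arrays, so this is not independent evidence.

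Values for 5 further probes of the list were fixed for report before the data were examined. The AMP-dependent ligase (Smp_158480) had a log2(EM/UM) of 2.82 ± 0.47 (SD, n = 3; adjusted p 0.0209 in limma) and was higher in EM on 12 of 12 arrays. Aromatic-L-amino-acid decarboxylase (Smp_135230) was higher in EM on all arrays too, at 2.58 ± 1.39, but its replicate means ranged from 1.29 to 4.06 and its adjusted p was 0.128. The oxalate-formate antiporter Smp_036470 was at −2.91 ± 0.59 (adjusted p 0.0258), lower in EM on 11 of 12 arrays, with EM well above background on 9 arrays. A single spot in replicate 1 decided part of that value, and without it the mean was −3.18. With normexp and loess these ratios were smaller, at 1.75 for the AMP-dependent ligase, 1.82 for the decarboxylase and −1.56 for the antiporter. Dock (Smp_135520) was at −1.31 ± 0.84, lower in EM on 12 of 12 arrays, with an adjusted p of 0.169. Its replicate means were −2.22, −1.13 and −0.58, and it was at −0.86 without replicate 1 and at −0.66 with normexp and loess. Of the other probes listed for dock, on either strand, Q2_P38509 was well above background in both channels on 12 of 12 arrays and was at −0.91, with an adjusted p of 0.191. Dimmer ones were not tested. Q2_P39651 was at −1.58, with EM well above background on 2 arrays and UM on 9, and Q2_P06914 went the opposite way, at 0.58, with EM on 10 and UM on 7. No value is given for Q2_P06655, which was well above background on 0 arrays. Pinch (Smp_020540) was at 0.61 ± 0.04, higher in EM on 12 of 12 arrays, with an adjusted p of 0.142. Its change was just over the 1.5-fold minimum, UM was well above background on 8 of 12 arrays, and with normexp and loess it was at 0.24.

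**Figure D2:**
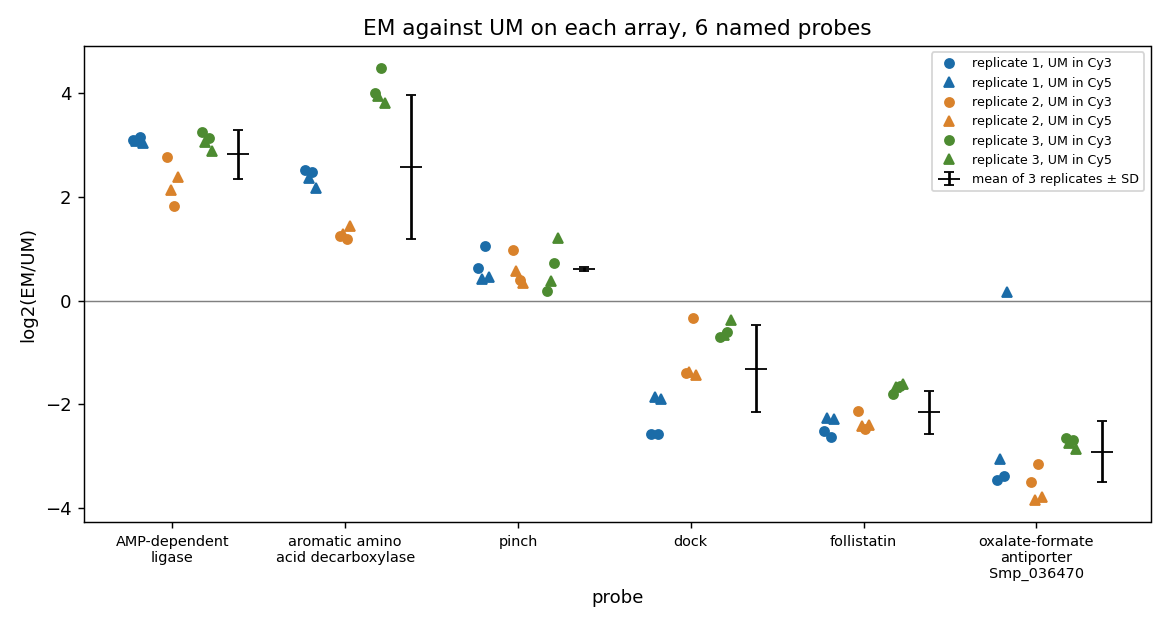
log2(EM/UM) (vertical axis) on each of the 12 arrays for 6 probes (horizontal axis), coloured by replicate, with circles for UM in Cy3 and triangles for UM in Cy5. Black marks give the mean of the 3 replicate means ± SD. Follistatin lay below 0 on all 12 arrays, and 1 array of the antiporter Smp_036470 stood at 0.17.

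Of the probes in the study's real-time PCR panel, 18 were on the array and 16 could be tested. None passed the threshold over all probes, 4 did at an adjusted p under 0.05, and 10 passed it when adjusted over the list alone in limma, or 6 and 5 without replicates 1 and 2. The study chose part of the panel for its change on these arrays, and 6 of the 16 were in the 29-probe list, so this is not independent evidence either. The egg-shell probes of this panel were higher in EM: p14 (Smp_131110) had a log2(EM/UM) of 2.34 ± 1.00 (adjusted p 0.0864) and the egg-shell precursor Smp_000430 2.29 ± 0.51 (adjusted p 0.0351). The fs800 probe (Smp_000270) was not tested, since UM was well above background on 0 arrays and EM on 3. The tegumental protein Smp_169190 was not tested either, with EM well above background on 8 arrays and UM on 1. Its log2(EM/UM) on single arrays was 2.20 to 3.21 in replicate 1, 1.47 to 2.35 in replicate 2 and −0.15 to 1.42 in replicate 3. With UM so dim, these ratios are not exact. The second oxalate-formate antiporter, Smp_135020, went the opposite way to Smp_036470, at 1.18 ± 0.37. Among members of the TGFβ pathway other than follistatin, SmBMP was at −0.87 ± 0.60, lower in EM on 10 of 12 arrays. Its replicate means were −1.05, −1.36 and −0.20, so the value in replicate 3 was small. The type I receptor (0.28 ± 0.21) and Smad4 (0.08 ± 0.29) were within 1.5-fold. Without replicate 2 the receptor was at 0.17, and without replicate 1 Smad4 changed sign, to −0.081. Of the wnt pathway, wnt-5 was at −0.75 ± 0.18 and frizzled at −1.02 ± 0.77, with EM well above background on 9 of 12 arrays. The frizzled value was −0.18 in replicate 3, −0.67 without replicate 2 and −0.40 with normexp and loess. The gynecophoral canal protein was at −0.45 ± 0.63, lower in replicates 1 and 2 and higher in replicate 3. It was at −0.19 without replicate 1 and −0.80 without replicate 3. Other probes listed for this gene were Q2_P17936, at −0.64 (adjusted p 0.246 in limma), and Q2_P05937, at −0.37 (adjusted p 0.365). Both were well above background in both channels on 12 of 12 arrays. In replicate 3 they were at −0.064 and 0.082.

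The agreement of the 3 replicates was examined next. Across the tested probes, which are not independent replicates, the mean log2(EM/UM) of replicates 1 and 2 correlated at Pearson's r 0.50 (Spearman's rho 0.45). Replicates 1 and 3 correlated at 0.32 (0.27), and replicates 2 and 3 at 0.32 (0.23). The share of probes with the same sign was 65.7%, 58.8% and 57.6% in the same order. Between single arrays, r ranged from 0.31 to 0.84 within a replicate and from 0.02 to 0.60 between replicates.

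**Figure D3:**
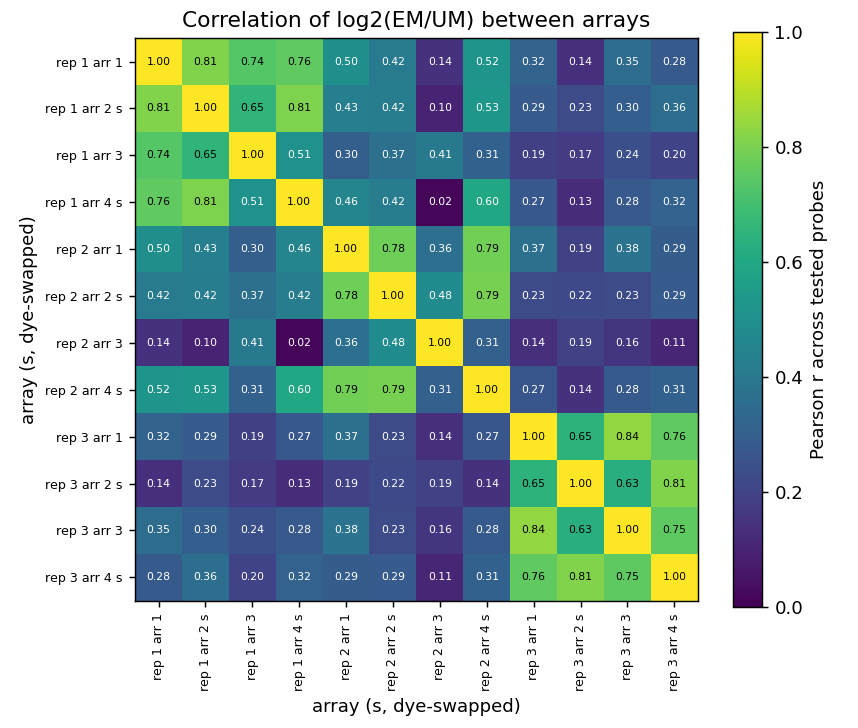
Pearson's r of log2(EM/UM) across tested probes between each pair of the 12 arrays (both axes, ordered by replicate, with dye-swapped arrays marked s), on a colour scale from 0 to 1. Arrays of 1 replicate correlated at 0.31 to 0.84, and array 3 of replicate 2 had the lowest values within its replicate.

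The median technical SD of a probe among arrays of 1 replicate, after removal of the dye effect, was 0.21 on the log2 scale. The median SD among the 3 replicate means was 0.24, while technical error alone would give a mean of 4 arrays an SD of 0.11. Among the tested probes, the difference between RNA pairs was thus the larger part of the error. With no filter the SD among replicate means was 0.22 and technical error of a mean of 4 arrays 0.21, so this does not extend to dim probes. A dye effect at an adjusted p under 0.01 was found in limma for 69 probes, of which 52 were brighter in Cy5 and 17 in Cy3, and 1 of the 69 exceeded 1.5-fold. With any replicate left out, the number was 0. With technical error only, 2693 probes (16.4%) differed at an adjusted p under 0.01 between replicate 3 and the mean of replicates 1 and 2. Replicates 1 and 2, which shared their slides, differed from each other for 2422 probes.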

Values the study reported

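The study reported 526 sense transcripts as differentially transcribed by microarray, of which 229 were higher in EM and 297 in UM. Its thresholds were an FDR of 0.01 and an absolute mean log2 ratio over 0.585. By microarray, it gave log2(EM/UM) as −2.15 for follistatin, 2.58 for aromatic-L-amino-acid decarboxylase, 2.82 for the AMP-dependent ligase and −2.91 for the oxalate-formate antiporter Smp_036470. It stated that EM were obtained after 42 days and UM after 67 days.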

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

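Every test of an explanation in this part was chosen after the result was seen. No biological explanation was tested for single arrays, since arrays of 1 replicate share their RNA.

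The 4 arrays of each replicate were compared for 6 named probes and for each array's mean correlation with its replicate, 21 comparisons in all. In 2 of them 1 array lay far from the other 3, and chance gives about 1 in 20, or 1.05. The first was the oxalate-formate antiporter Smp_036470 in replicate 1, where array 4 stood at 0.17 against −3.46 to −3.05 on the other 3 arrays (gap over range 0.887). The EM signal of that spot was 3.61 log2 units above the highest of the other arrays of the replicate, at 10.1, while the UM signal was 9.92 against 9.31 to 9.66. The 38 neighbouring spots shifted by a median of only 0.19 on that array, which argues against a regional artifact. A defect of this spot in the EM channel is a candidate explanation, although the scanner software did not flag it. Without the spot, log2(EM/UM) was −3.18 in place of −2.91, with an adjusted p of 0.0188 in place of 0.0258, on the same side of the threshold.

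The other was dock in replicate 2, where array 3 stood at −0.33 against −1.43 to −1.37 (gap over range 0.948). That array as a whole may be the source. Its mean correlation with the other arrays of its replicate was 0.384, while the other 11 arrays had 0.629 to 0.773. Without this spot, dock was at −1.40 with an adjusted p of 0.152.

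For 2693 probes log2(EM/UM) differed between replicate 3 and the mean of replicates 1 and 2, in a test with technical error only. An exchange of EM and UM in replicate 3 is argued against by a correlation across probes of 0.37 with the mean of replicates 1 and 2. Replicate 3 lay alone on slide 3 with its own scan, so slide and replicate cannot be told apart. Replicates 1 and 2, which shared slides, still differed for 2422 probes, against 2491 for replicates 1 and 3 and 2779 for 2 and 3. Between slides 1 and 2, which held the same RNA pairs, 0 of 16467 probes differed. That does not extend to slide 3, which was unlike both. Its median Cy3 signal was 73.8, against 115.4 and 105 on slides 1 and 2. Saturated spots were 0.067%, against 0.52% and 0.48%, and its scanner software version was 9.5.3.1 in place of 9.5.1.1. Replicates 1 and 2 correlated at 0.50 and each with replicate 3 at 0.32, so a share due to slide 3 or its scan stays open. A biological difference between batches of worms stays open and was not tested.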

How the results depend on the processing

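The test by splits and the omission of array 3 of replicate 2 were chosen after the data were seen. The count of 0 probes past the threshold was also found with no filter, the stricter filter, flagged spots kept, either dye orientation alone and array 3 of replicate 2 left out. It was 0 as well with no minimum change, which could give nothing else at a smallest adjusted p of 0.0209, and within slides 1 and 2 and with each replicate left out (0 to 0 in each direction), which rest on only 2 replicates, so these say nothing about stability. The deposited log2 table and median centring left the ratios almost as they were, so their count of 0 adds nothing. With normexp and loess, 2 probes were higher and 2 lower in EM, namely the AMP-dependent ligase, Q2_P05841, Q2_P00621 and Q2_P30003, picked by their values. An intensity trend with robust estimation gave 15 higher and 9 lower, and an adjusted p under 0.05 gave 15 and 8, a total of 23 that became 35, 4 and 0 without replicates 1, 2 and 3, 131 with normexp, 142 with the trend, 12 with the stricter filter and 0 with no filter. Without the pairing (no replicate block) limma gave 0 and 0, and 1415 probes at an unadjusted p under 0.05.

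Fits on 12 arrays counted technical arrays as evidence. With replicate as a random block, 208 probes were higher and 211 lower, with a dye column added 189 and 179, with slide as a random block 346 and 409, with 12 independent arrays 462 and 515, and with SAM 537 and 566. Of the 23 probes at an adjusted p under 0.05 on replicate means, 22 were among those of the random block fit and 23 among those of SAM. In simulated data with spreads estimated from the real probes and 200 changed probes, the share of wrong calls among all calls was 32.1% for the random block, 45.5% for independent arrays and 36.5% for SAM, against 0.926% for 3 replicate means. The changed probes were drawn at random regardless of their spread, so these shares are not error rates of the real counts. Chance could not be excluded for any count, because 3 pairs have 4 sign patterns and the smallest possible share is 0.25. A count of 0 is met by any arrangement, so the patterns say nothing about it. At an adjusted p under 0.05 the replicate means gave 23 probes in the real pattern and 0 in the other 3, and at an unadjusted p under 0.05 2680 against 206, 262 and 682. A count as large thus arose in 1 of 4, the real one, as it did at the threshold for the random block, independent arrays and SAM. With the sign of 1 replicate turned, the random block gave 0 to 7 probes, independent arrays 16 to 182 and SAM 0 to 190. In the unpaired fit, 5 of the 10 splits of the 6 RNA samples, the real one included, gave as many probes at an unadjusted p under 0.05 (1415 to 3389), and the other 5 gave 22 to 391. The 4 besides the real one were those with EM and UM of replicate 3, alone on slide 3, in 1 group (1519 to 3389). The paired test, which blocks this, gave 2680. Of the splits that part all 3 pairs, the 3 others gave 98 to 391.

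Follistatin was lower in EM under all 22 alternatives, with adjusted p in limma from 9.3e-09, with 12 independent arrays, to 0.157, without the pairing. Other tests and filters, the deposited table, median centring and flagged spots kept all left the value at −2.15. The sign under those alternatives therefore adds nothing. At −2.15, it passed the threshold with replicate (with or without a dye column) or slide as a random block, with 12 independent arrays and with the intensity trend. It was −1.68 on slide 3, which has 1 replicate and no test, and −0.82 for probe Q2_P33755 of the gene, which was not tested. Leaving out a replicate gave −2.39 to −2.02. Among the 6 probes with full values and the panel, the sign changed for Smad4 without replicate 1 (−0.081) and on slide 3 (−0.15). It changed for the gynecophoral canal protein on slide 3 (0.24), where its other probes Q2_P17936 and Q2_P05937 were at −0.064 and 0.082. For dock it changed with probe Q2_P06914 (0.58), which was not tested, though not with Q2_P38509 (−0.91), which was. Q2_P39651 (−1.58) kept the sign but was not tested. Its EM channel was well above background on only 2 of 12 arrays, so its ratio is not exact. Of the 29-probe list on slide 3, 27 of 28 had the same sign, and Q2_P19512 changed from 0.85 to −0.41. The cause was not tested. Other probes that were never well above background in EM or in UM were given no value, which left none for SmBMP.

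Of the 29-probe list, 2 probes passed over all probes with normexp, 21 with either random block on replicate, 25 with slide, 27 with independent arrays and 5 with the trend. For the panel these were 1, then 8 (7 with a dye column), 12, 12 and 4. Over the list alone, 14 of the list passed on slide 2 and 4 of the panel without the pairing. Without a replicate, 8 to 24 of the list and 5 to 11 of the panel passed; the lowest were the list at 8 without replicate 1 and the panel at 5 without replicate 2. The mean correlation between replicates was 0.252 with no filter, 0.491 on slide 1 and 0.318 to 0.503 with a replicate left out. The median technical SD was 0.412 with no filter and 0.165 to 0.229 with a replicate left out. The median SD among replicate means was 0.172 with normexp and 0.193 to 0.198 with a replicate left out. A dye effect was found for 35 probes with normexp, 0 with no filter, 105 with the stricter filter and 0 to 0 with a replicate left out. Without a filter, replicate 3 differed for 1246 probes, without replicate 1 or 2 for 1819 to 3252, and without array 3 of replicate 2 for 3739.

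Restricting to sense probes was not run, since strands of all probes were not used here. Signal over background limits the dim probes, which the filter leaves out.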

Other observations

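The tests of explanations in this part were chosen after the result was seen. The number of probes past the threshold with 1 value per replicate was 0. That is lower than the value quoted from the study above. The tests and the probe sets differ. One-class SAM on 12 arrays gave 1103 of 16467 tested probes on either strand, while the study's value counts sense transcripts only. That 1103 exceeds the study's value therefore says nothing about which test was stricter.

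Array 3 of replicate 2 had the lowest mean correlation with its own replicate. Its mean correlation with the arrays of replicate 1 was 0.167, lower than the 0.384 with its own. Singly these were 0.14, 0.10, 0.41 and 0.02 for arrays 1 to 4 of replicate 1, against 0.36, 0.48 and 0.31 in its own replicate. The value of 0.41, with the array of the same slide and dyes, exceeded a pair of its own, but the other 3 were below all of its own, which argues against RNA of replicate 1 on that array. Array 3 lay on slide 2, as did array 3 of replicate 1, with the same dyes but other RNA. Taken less the slide 1 mean of their own replicate, these arrays correlated at 0.535 across replicates. The swapped arrays of slide 2 correlated at 0.27, and pairs of opposite orientation at −0.29 and −0.22. A dye or labelling effect shared by the arrays of slide 2 is a candidate explanation for part of the pattern. Dock deviated on array 3 alone, with array 4 at −1.43 and slide 1 at −1.39 and −1.37, so such an effect does not account for dock and its deviation did not cancel in the replicate mean. Leaving the array out moved the number at an adjusted p under 0.05 from 23 to 25, and the number of probes that differed between replicate 3 and the others from 2693 to 3739. No biological explanation was tested.

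Egg-shell transcripts were higher in EM, and RNA of female worms is a possible explanation. Of 7 genes listed for female vitelline cells, 3 had a named probe, and all 3 were from the study's own panel. The 2 that were measured in both groups were higher in EM in every replicate. The log2(EM/UM) values were 1.28, 2.49 and 3.25 for p14 and 1.76, 2.34 and 2.78 for Smp_000430 in replicates 1, 2 and 3. The mean log2 signal of p14 was 13.91 in EM and 11.57 in UM. Both p14 and Smp_000430 were well above background in UM on 12 of 12 arrays, and UM had met no female. For fs800, EM was well above background on 3 of 12 arrays and UM on 0, so it has no ratio. The pattern may reach further. Unnamed probes, picked after their values were seen, had nearly the replicate values of p14, such as Q2_P16055 at 1.29, 2.48 and 3.28. Other increased probes did not rise over the replicates, such as the AMP-dependent ligase at 3.09, 2.28 and 3.08. Probes without a gene name could not be assigned. With only 2 probes of the female list measured in both groups, female RNA and a response of the males cannot be told apart.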
